A study of Mus musculus with 14 samples. Its data were reported in "Vps34-orchestrated lipid signaling processes regulate the transitional heterogeneity and functional adaptation of effector regulatory T cells" (2025).

How the data were processed

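RNA from sorted mouse regulatory T cells (Tregs, CD4 T cells that express the transcription factor Foxp3) was hybridised to 14 Clariom S mouse arrays. The donors of the cells carried a Foxp3-driven Cre recombinase, which deletes loxP-flanked DNA in Tregs. In the group labelled Atg14 knockout (KO) both Atg14 alleles were flanked, and in the control group, labelled heterozygous, 1 allele was. Atg14 encodes a subunit of complex I of the lipid kinase Vps34. The cells were taken from mixed bone marrow chimeras, which are mice whose blood cells regrew from a mixture of marrow from a donor of interest and marrow from a wild-type donor. Central Tregs (cTregs, low in the surface marker CD44) and effector Tregs (eTregs, high in CD44) were sorted apart. The description of the series names spleen and peripheral lymph nodes as the source of the cells, and the study's methods name the spleen.

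The authors summarised the probes of each transcript cluster (the probes that read 1 gene) by robust multi-array average in Expression Console 1.1, and the deposited values are log2 signals. This method corrects the background, quantile normalises the probes over all arrays and combines them by median polish. The matrix held 28846 entries, of which 6640 were control probe sets and 3 had a blank gene symbol. The remaining 22203 transcript clusters, with 21902 symbols, were tested without a filter on signal. None of the entries was marked as cross-hybridising (0 of 28846). Array scans were not used here, so the background correction and the probe summary could not be varied. The number of arrays limits the precision of every value.

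No genome build is named for the identifiers, so no coordinates are given. Chromosomes were read from the code inside each transcript cluster identifier. For 20554 transcript clusters (92.6%) the symbol was present in the RefSeq gene table of the mouse assembly GRCm38.p6, and the code equalled the chromosome of that table for 99.5% of them. That table also gave the order of genes along chromosomes.

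Groups were taken from the labels: 4 arrays of control cTregs, 3 of cTregs labelled KO, 4 of control eTregs and 3 of eTregs labelled KO. A single linear model with 4 group means was fitted per transcript cluster with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 10 residual and 5.65 prior degrees of freedom). Contrasts drawn from it were KO minus control in eTregs and in cTregs, eTreg minus cTreg in controls and in arrays labelled KO, and the difference between both genotype effects (the interaction). The average of both genotype effects was also computed. P values are two-sided, and adjusted P values are Benjamini-Hochberg values over all 22203 transcript clusters unless another family is named. The study threshold is an absolute log2 fold change of 0.5 or more with an unadjusted P below 0.05. The adjusted threshold asks for the same change with an adjusted P below 0.05. Data were read with the R package data.table (version 1.17.8).

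Atg14 was also compared between genotypes by an exact two-sided permutation test over the 35 splits of 7 arrays, whose smallest possible p is 0.0286, and afterwards over both subsets together. The effects in eTregs and cTregs were correlated across transcript clusters, without a p value because genes are not independent replicates. No array is shared by both effects.

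Gene lists, 20 in all, were tested with camera of limma at a preset correlation of 0.01, adjusted over the 20 lists, beside fry (a rotation test) and camera with the correlation estimated from the residuals. Of these, 18 were written by hand: effector Treg genes, central Treg genes, oxidative phosphorylation, Myc-linked ribosome biogenesis, cell cycle, cholesterol synthesis, interferon-stimulated genes, apoptosis, reactive oxygen species defence, autophagy and lysosome stress, T cell identity, and genes of monocytes and macrophages, dendritic cells, neutrophils, B cells, plasma cells, erythroid cells, and CD8 T cells with NK cells. The other 2 hold genes that the study listed, from other arrays, as suppressed or activated by Vps34 in Tregs. Of their 199 and 198 genes, 198 each were matched. At least 80% of each hand-written list was matched, except for plasma cells (9 of 13 genes, 69.2%). The Hallmark collection was not used here. A panel of 36 genes (sort and identity genes, flow cytometry markers, survival genes, terminal eTreg genes, Vps34 complex subunits and AP-1 genes) was also fixed, and 1 of these genes is counted but not reported here by name.

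The contrasts, thresholds, lists, panel and alternatives were chosen before the data were examined, except where the text says that a test or alternative was chosen afterwards. The rule for naming genes was fixed with them. Atg14 and the panel may be named. For each genotype contrast the 5 largest rises and 5 largest falls with an unadjusted P below 0.05 and no overlap between the arrays of both groups are named. For each subset contrast the rule was the same with an adjusted P below 0.05. Predicted genes and olfactory receptors are counted but not named by the rule, and genes that decide the result of a list may be named with it.

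The alternatives covered the scaling (a second quantile normalisation, each array's median or 75th percentile subtracted), an offset of 32 on the linear scale, and filters at the 40th and 60th percentile of mean signal. They also covered the highest transcript cluster per symbol, inclusion of blank symbols, a fit of only the 2 groups compared, trend and robust eBayes, and array weights. The replicate number as a block, the genes of other cell types dropped, other set tests (fry, estimated correlation, and fgsea 1.28.0 with 10000 permutations) and each array left out in turn completed the plan. Other splits of the same arrays were counted for each comparison. Lists of other cell types were set against 10000 random lists matched on mean signal. The pipeline was tested on simulated data with 200 of 22203 transcript clusters changed by a log2 value of 1. It called 87% of them at the adjusted threshold in the eTreg genotype contrast, 89.5% in cTregs, 91.5% and 85% between subsets in control arrays and arrays labelled KO, and 57.5% in the interaction. At the study threshold, 164 unchanged transcript clusters were called in the simulated eTreg contrast, 168 in cTregs, 120 and 244 between subsets, and 518 in the interaction. At the adjusted threshold, these numbers were 5, 3, 6, 8 and 10. Simulated noise was drawn independently for each transcript cluster and array, without correlation between genes or a displaced array. These rates therefore leave out calls that arise from differences between arrays shared by many genes.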

Results

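Gene expression was measured in cTregs and eTregs that had developed from marrow of control donors, or of donors bred to lose both Atg14 alleles in Tregs, in the same kind of host, so that effects arising within the Tregs could be read apart from inflammation. There were 4 arrays of control cTregs, 3 of cTregs labelled KO, 4 of control eTregs and 3 of eTregs labelled KO. Arrays are written by their label and replicate number, as KO eTreg 1. The median log2 signal over the 22203 transcript clusters lay between 8.77 and 8.90 on all 14 arrays, and the 75th percentile between 10.2 and 10.3. Background control probes had medians of 6.00 to 6.30, and negative control probe sets had higher ones, of 7.92 to 8.54. Positive control probe sets exceeded negative ones by 2.41 to 3.18 on the log2 scale. The correlation between any 2 arrays was 0.962 to 0.994. The median SD between arrays of a group was 0.14 in control cTregs, 0.19 in cTregs labelled KO, 0.16 in control eTregs and 0.17 in eTregs labelled KO.

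Atg14 itself was examined to check the genotype labels. Its signal (TC1400001937.mm.2, chromosome 14 by its identifier) was not lower in arrays labelled KO. In eTregs the mean log2 signal was 9.16 ± 0.16 (SD, n = 3) in arrays labelled KO and 8.84 ± 0.16 (SD, n = 4) in controls, a difference of 0.32, or 1.25-fold. In cTregs it was 9.29 ± 0.042 (SD, n = 3) and 8.94 ± 0.26 (SD, n = 4), a difference of 0.35, or 1.27-fold. The exact two-sided permutation p was 0.0857 in eTregs and 0.0857 in cTregs, where the smallest possible value is 0.0286. The limma unadjusted P was 0.0323 in eTregs and 0.0213 in cTregs. Neither passed adjustment over all transcript clusters (0.550 in eTregs, 0.9999 in cTregs) or over the panel of 36 genes (0.309 and 0.765). Of the KO eTreg arrays, replicates 1 to 3 read 9.15, 9.004 and 9.32, and the control eTreg arrays read 8.92, 9.01, 8.77 and 8.64. Both cTreg groups overlapped through control cTreg 1, at 9.26, against 9.24 to 9.33 in arrays labelled KO. Apart from arrays left out, the alternative that moved the difference most was array weights, with 0.42 in eTregs and 0.43 in cTregs. With 1 array left out it ranged from 0.24 (without KO eTreg 3) to 0.40 (without KO eTreg 2) in eTregs. In cTregs it ranged from 0.25 (without control cTreg 3) to 0.46 (without control cTreg 1). Which exons the probes read, and whether these are the deleted ones, was not analysed here. Because this signal runs against the labels, "labelled KO" names the group as deposited in all that follows, and every direction below is drawn between labels.

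**Figure D1:**
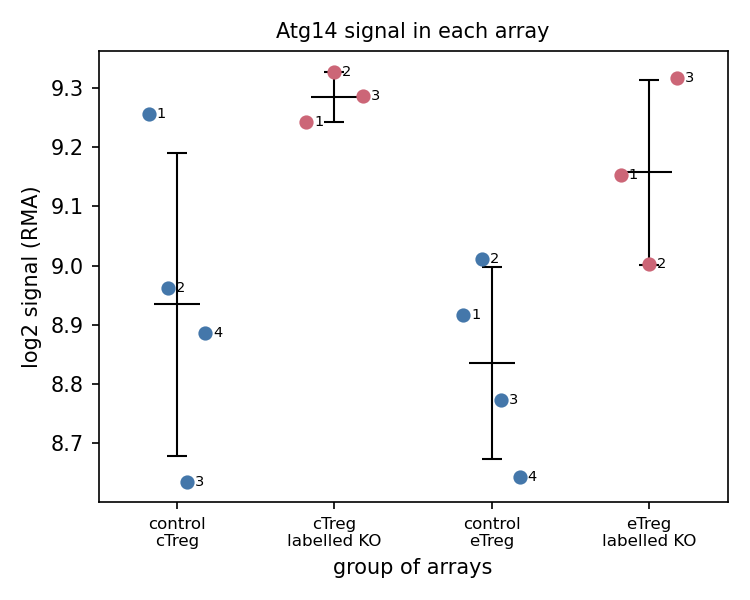
Atg14 log2 signal (vertical axis) on each array of the 4 groups (horizontal axis), with points marked by replicate number and bars giving the mean ± SD of 3 or 4 arrays. The means of arrays labelled KO, 9.16 in eTregs and 9.29 in cTregs, lie above those of controls, 8.84 and 8.94.

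Subset comparisons served to check the sort and to place genotype effects beside the cTreg to eTreg difference. The first principal component held 34.5% of the variance and the second 16.2%. On the first, the 7 cTreg arrays lay between -26.6 and -12.8. KO eTreg 1 lay at -4.30, and the other eTreg arrays lay between 5.26 and 39.9. In controls, 680 transcript clusters passed the adjusted threshold between eTregs and cTregs, with 476 higher and 204 lower in eTregs. The alternative that moved this count most among those planned was the filter at the 60th percentile, with 431, of which 396 were among the 680. Leaving out 1 array gave 535 to 857. Arrays of both groups did not overlap for 2473 transcript clusters (11.1%), where chance gives 2.86%. The largest rises without overlap were Tigit (TC1600001633.mm.2, chromosome 16), by 3.85 (adjusted P = 1.50e-06), Ccr2, by 3.68 (3.95e-06), Cybb, by 3.39 (2.16e-05), Sccpdh, by 3.37 (0.00192) and Ccr4, by 3.04 (1.50e-06). Tigit had a mean of 11.20 ± 0.11 (SD, n = 4) in control eTregs and 7.35 ± 0.43 (SD, n = 4) in control cTregs. The control cTreg means of Ccr2 (5.87) and Sccpdh (5.25) lay below the 6.00 to 6.30 of background probe medians. Those of Tigit (7.35) and Cybb (7.35) lay below the 7.92 to 8.54 of negative control medians. The sizes and ranks of these rises are therefore not exact. The largest falls were Cnn3, at -2.48 (2.97e-05), Dapk1, at -2.14 (0.000257), Aqp11, at -1.84 (0.0116), Ly6c1, at -1.63 (3.96e-05) and Xkrx, at -1.57 (0.0348). The control eTreg mean of Aqp11, 6.20, lay at background. Xkrx lost its call without control cTreg 1 (0.115) or 2 (0.0968) and without control eTreg 1 (0.111), 2 (0.0501), 3 (0.0524) or 4 (0.0687).

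In arrays labelled KO, 522 transcript clusters passed the adjusted threshold between eTregs and cTregs, with 449 higher and 73 lower in eTregs. This count rested on single arrays. It was 1236 without KO eTreg 1, 257 without KO eTreg 2, 219 without KO eTreg 3, 309 without KO cTreg 1 and 295 without KO cTreg 3. A fit of only these 2 groups gave 133, of which 132 were among the 522. Arrays of both groups did not overlap for 3098 transcript clusters (13.95%), where chance gives 10%. The largest rises without overlap were Ccr2, by 3.55 (adjusted P = 4.01e-05), Mrc1, by 3.38 (0.0125), Gpm6b, by 3.31 (4.01e-05), Il18, by 3.26 (0.0160) and Lima1, by 3.23 (0.00520). Mrc1 was at 9.74 ± 2.15 (SD, n = 3) in eTregs labelled KO and at 6.37 ± 0.22 (SD, n = 3) in cTregs labelled KO. The means of Ccr2 (5.93), Il18 (6.25) and Lima1 (6.10) in cTregs labelled KO lay at or below background, so the sizes and ranks of their rises are not exact either. The adjusted P of Mrc1 was 0.0503 without KO cTreg 1, 0.0558 without KO cTreg 3, 0.0626 without KO eTreg 2 and 0.0789 without KO eTreg 3. For Il18 it was 0.0843 without KO cTreg 1, 0.0554 without KO cTreg 2, 0.0862 without KO eTreg 2 and 0.0979 without KO eTreg 3. The largest falls were Dapk1, at -1.77 (0.00669), Trim13, at -1.50 (0.00328), Cnn3, at -1.45 (0.0146), Selp, at -1.28 (0.00669) and Ly6c1, at -1.26 (0.00264). Cnn3 lost its call without KO cTreg 2 (0.0690), KO cTreg 3 (0.0628) or KO eTreg 3 (0.0859).

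Cd44, a sort gene, was higher in eTregs than cTregs, by 1.61 in controls (adjusted P = 0.000121) and 1.80 in arrays labelled KO (0.000360), without overlap in either. Foxp3 differed between subsets by 0.02 in controls (0.982) and 0.02 in arrays labelled KO (0.974). Of the 36 panel genes, 16 passed an adjusted P of 0.05 between subsets in controls (19 adjusted over the list alone) and 11 in arrays labelled KO (18 adjusted over the list alone). Several of these calls rested on single arrays. In controls Bcl2 lost its call without any 1 of 7 arrays and Ctla4 without any 1 of 4, with adjusted P values of up to 0.0798 and 0.0702. In arrays labelled KO this held for Bcl2 with 12 arrays (up to 0.215), Areg with 9 (0.208) and Il10 with 5 (0.137). Batf, Ctla4, Pparg and Jun each gained a call in arrays labelled KO without KO eTreg 1 (0.00717, 0.0328, 0.00261 and 0.0317). The effector Treg list (34 genes, 23 of them above the median signal of control cTregs) was higher in control eTregs than control cTregs, with a median log2 change of 1.33 and 33 genes higher (camera adjusted P = 1.18e-53). The central Treg list (22 genes, all above that median) was lower, with a median of -0.70 and 2 genes higher (4.33e-27). In arrays labelled KO these medians were 1.12 (4.19e-42) and -0.53 (1.46e-13). All 4 calls held under fry and with the estimated correlation. Of the 20 lists, 12 passed camera between subsets in controls, of which 8 held under fry and 3 with the estimated correlation. In arrays labelled KO 12 passed, where fry called 9 and the estimated correlation 9. The monocyte and macrophage list passed camera in both. Its median was 0.74 in controls (32 of 34 genes higher, camera adjusted P = 2.09e-13, fry 0.0630). In arrays labelled KO it was 1.73 (33 of 34, 2.48e-34, fry 0.00511), above the 1.12 of the effector Treg list. Subset contrasts may thus also hold RNA of other cells, which these values do not separate from expression by eTregs.

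The genotype comparison in eTregs asked which transcripts follow the Atg14 genotype in the effector cells. At the study threshold 604 transcript clusters (601 symbols) differed, 422 higher and 182 lower in arrays labelled KO. At the adjusted threshold 26 differed, 16 higher and 10 lower. An unadjusted P below 0.05, at any size of change, was reached by 1782 of 22203 (8.03%). KO eTreg 1 decided much of these counts. Without it, 1104 transcript clusters passed the study threshold, including 518 of the 604, and 452 passed the adjusted one, including all 26. The adjusted count was 16 without control cTreg 3, 11 without control eTreg 3, 10 without control eTreg 4, 17 without KO eTreg 2 and 16 without KO eTreg 3. Among the other alternatives the study threshold count moved most with the filter at the 60th percentile (186, all among the 604), and the adjusted count with array weights (435, including all 26). Arrays of both groups did not overlap for 1521 transcript clusters (6.85%, where chance gives 5.71%), and for 232 of the 604.

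Among transcript clusters without overlap in eTregs, the largest rises in arrays labelled KO were Xlr, by 2.31 (adjusted P = 0.188), Eps8l1, by 2.27 (0.00106), Havcr1, by 2.23 (0.00110), Slfn8, by 2.19 (1.64e-07) and Lima1, by 2.07 (0.201). Slfn8 (TC1100003382.mm.2, chromosome 11) was at 11.79 ± 0.072 (SD, n = 3) and 9.60 ± 0.13 (SD, n = 4). Eps8l1 (TC0700000033.mm.2, chromosome 7) was at 9.53 ± 0.12 (SD, n = 3) and 7.26 ± 0.25 (SD, n = 4). Havcr1 was at 9.11 ± 0.75 (SD, n = 3) and 6.89 ± 0.34 (SD, n = 4), and in a fit of only the 2 groups its adjusted P was 0.0578, the highest of its alternatives, of which the lowest was 9.94e-07. Xlr passed without KO cTreg 3 (0.00601) or KO eTreg 1 (0.0405), and Lima1 without KO eTreg 1 (0.00205). The largest falls were Mctp1, at -2.10 (0.146), the pseudogenes Tmem181c-ps, at -1.46 (0.00194), and Tmem181b-ps, at -1.19 (6.48e-05), then Slfn9, at -1.15 (0.0126), and BC051142, at -1.11 (0.301). In eTregs labelled KO the means of Mctp1 (5.38) and BC051142 (6.26) lay at or below background. The control eTreg means of Eps8l1 (7.26), Havcr1 (6.89) and Xlr (6.69) lay below the negative control medians of 7.92 to 8.54. The sizes of these 3 rises are thus not exact. Slfn9 lost its call without control eTreg 4 (0.0502).

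The same comparison in cTregs gave smaller counts. At the study threshold 128 transcript clusters differed, 43 higher and 85 lower in arrays labelled KO, and at the adjusted threshold 10 differed, 3 higher and 7 lower. An unadjusted P below 0.05 was reached by 890 of 22203 (4.01%). The study threshold count was 220 without KO cTreg 2 and 314 without KO cTreg 3. Its direction moved with the scaling: 33.6% of the 128 were higher, against 22.8% with array medians subtracted and 45.5% with 75th percentiles subtracted. Apart from arrays left out, the filter at the 60th percentile moved the count most, to 49, all among the 128. The adjusted count was 3 without control cTreg 3, 5 without control cTreg 2 and 5 without control cTreg 4. It was 4, 3 and 4 without KO cTreg 1, 2 and 3, and 6 without control eTreg 2, 3 or 4. Arrays of both groups did not overlap for 1121 transcript clusters (5.05%, where chance gives 5.71%), and for 74 of the 128.

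Among transcript clusters without overlap in cTregs, the largest rises in arrays labelled KO were Slfn8, by 2.46 (adjusted P = 2.78e-08), Eps8l1, by 2.18 (0.00306), Masp2, by 1.104 (0.218), Sprr2j-ps, by 0.97 (0.616) and Slfn10-ps, by 0.93 (0.0498). Slfn8 was at 11.77 ± 0.071 (SD, n = 3) and 9.31 ± 0.23 (SD, n = 4), and Eps8l1 at 9.44 ± 0.40 (SD, n = 3) and 7.26 ± 0.62 (SD, n = 4). The largest falls were Rab6b, at -1.17 (0.0498), Tmem181b-ps, at -1.15 (0.000108), Kctd12b, at -1.097 (0.166), Tmem181c-ps, at -1.08 (0.0498) and Slfn9, at -1.08 (0.0326). The calls of Slfn10-ps, Rab6b, Tmem181c-ps and Slfn9 were each held by a narrow margin. The call of Slfn10-ps was lost without any 1 of 12 arrays (all but KO eTreg 2 and KO eTreg 3), with adjusted P values over all alternatives of 0.0126 to 0.355. Rab6b lost its call without any 1 of 11 arrays (all but control cTreg 1, KO eTreg 1 and KO eTreg 2), with 0.00601 to 0.278. Tmem181c-ps lost it without any 1 of 11 arrays (all but KO cTreg 3, control eTreg 1 and KO eTreg 1), with 0.0221 to 0.360. Slfn9 lost it without any 1 of 11 arrays (all but those of eTregs labelled KO), with 0.00150 to 0.232. Masp2 gained a call without KO cTreg 1 (0.00400).

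Whether the genotype effect differed between eTregs and cTregs was tested directly. In limma, 0 transcript clusters passed the adjusted threshold for the interaction, where the smallest adjusted P was 0.107. An unadjusted P below 0.05 was reached by 1358 of 22203 (6.12%), and 677 passed the study threshold, 405 with a larger and 272 with a smaller log2 change in eTregs. The larger ones were 59.8% of these, against 48.5% with 75th percentiles subtracted. Without KO eTreg 1, 207 passed the adjusted threshold and 1430 the study threshold, and without control eTreg 3 the adjusted count was 1. Array weights gave 3, the most of the other alternatives.

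Calls shared by both genotype comparisons were counted next. At the study threshold 34 transcript clusters passed in both subsets, where 3.48 would if the calls were independent, and 29 of these changed in the same direction. At the adjusted threshold 8 passed in both, all in the same direction. Slfn8 and Eps8l1 were higher in arrays labelled KO, and Tmem181a, Tmem181b-ps, Tmem181c-ps, Slfn9, Rab6b and 4930481A15Rik were lower. Tmem181a, at -1.002 in eTregs (adjusted P = 0.000369) and -0.76 in cTregs (0.00838), and 4930481A15Rik, at -1.07 (0.00325) and -1.04 (0.00838), are named because they are among these 8, after their values were seen. For the average of both effects 20 transcript clusters had an adjusted P below 0.05. Across all 22203 transcript clusters the Pearson correlation of both effects was 0.087 and the Spearman correlation -0.015, and without the 8 the Pearson value was 0.065. It ranged from -0.029 without KO cTreg 2 to 0.213 without KO cTreg 1, and the filter at the 60th percentile gave 0.182.

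**Figure D2:**
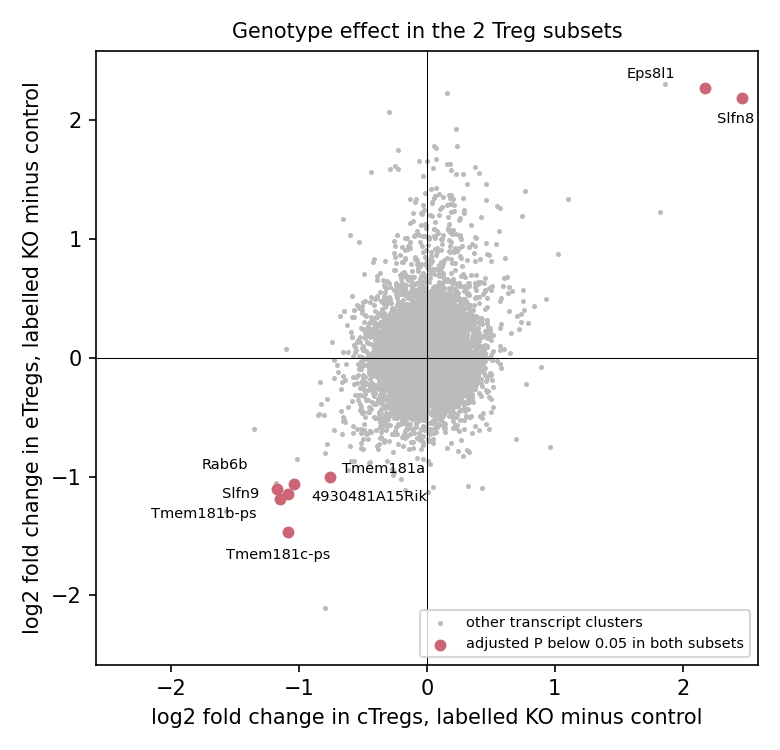
Log2 fold change between arrays labelled KO and controls in cTregs (horizontal axis) and eTregs (vertical axis), 1 point per transcript cluster. The 8 named points passed the adjusted threshold in both subsets and lie in the 2 quadrants of equal direction, while the correlation over all points was 0.087.

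The panel of 36 genes covered markers that the study followed by flow cytometry and genes of survival and terminal differentiation. In limma, 0 of the 36 passed adjustment in either genotype comparison, over all genes or adjusted over the list alone. At an unadjusted P below 0.05 there were 5 in eTregs and 1, Atg14, in cTregs. The 5 in eTregs were Ikzf2, at -0.31 (limma adjusted P = 0.445), Tigit, at -0.64 (0.602), Gata3, at -0.24 (0.550), Pik3r4, at 0.39 (0.584), and Atg14. Ikzf2 and Gata3 were lower in 3 of 3 arrays than in every control, while Tigit and Pik3r4 overlapped between groups. In eTregs 14 of the 36 were higher and 22 lower in arrays labelled KO, and in cTregs 22 were higher and 14 lower. Foxp3 changed by 0.07 in eTregs (12.90 ± 0.19, SD, n = 3, against 12.83 ± 0.067, SD, n = 4, limma adjusted P = 0.929). Other changes in eTregs were -0.14 for Tnfrsf18, which encodes GITR, -0.25 for Nt5e, which encodes CD73, and -0.26 for Pdcd1, which encodes PD-1. Among survival genes Bcl2l11 changed by 0.03, Mcl1 by 0.01 and Bcl2 by -0.04, and Klrg1, a terminal eTreg gene, changed by -0.41. The genotype effect on 2 of the 36, Gata3 and Jund, differed between subsets at an unadjusted P below 0.05, and the smallest P adjusted over the list alone was 0.626.

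In eTregs, camera called 13 of the 20 gene lists between genotypes, 12 higher and 1 lower in arrays labelled KO. Only the Vps34-suppressed list held under fry (adjusted P = 0.00340) and with the estimated correlation (0.00317). In that list 155 of 198 genes were higher, with a median log2 change of 0.36 (camera adjusted P = 1.45e-21), and 76 of its genes lay above the median signal of control cTregs. It shares 12 genes with the monocyte and macrophage list and 26 with any hand-written list. The monocyte and macrophage list had the largest median, 0.95 (1.16e-21, 32 of 34 genes higher), with 5 of its 34 genes above the median signal of control cTregs. Its fry adjusted P was 0.143. The dendritic cell list had a median of 0.55 (1.27e-12), interferon-stimulated genes 0.17 (9.32e-08), oxidative phosphorylation 0.11 (4.85e-07, 69 of 76 genes higher), cell cycle 0.17 (9.58e-07) and reactive oxygen species defence 0.13 (9.58e-07). The B cell list had a median of 0.26 (3.99e-06), central Treg genes 0.15 (4.01e-06), Myc-linked ribosome biogenesis 0.13 (8.97e-06), the CD8 and NK list 0.22 (8.79e-05), and autophagy and lysosome stress 0.09 (0.00164). The erythroid list was the one that was lower, with a median of -0.14 (0.0415). Its call was lost without control eTreg 1 (0.138), 3 (0.123) or 4 (0.102), KO eTreg 1 (0.0909) or KO eTreg 3 (0.191). The calls of 3 other lists each rested on 1 array: central Treg genes without KO eTreg 1 (0.0930), cell cycle without KO eTreg 2 (0.145), and autophagy and lysosome stress without KO eTreg 3 (0.191).

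The 7 lists that did not pass in eTregs were effector Treg genes (median -0.09, camera adjusted P = 0.122), the Vps34-activated list (-0.05, 0.225), cholesterol synthesis (-0.01, 0.971), T cell identity (-0.02, 0.971), apoptosis (-0.02, 0.530), neutrophils (-0.04, 0.634) and plasma cells (-0.03, 0.373). For apoptosis, neutrophils and plasma cells the mean and the test pointed up while the median lay below 0. The effector Treg list reached an adjusted P of 0.00730 without control eTreg 1, 0.00235 without KO eTreg 2 and 4.79e-06 without KO eTreg 3, with medians below 0, and had a median of 0.074 (0.0123) without KO eTreg 1. The Vps34-activated list likewise passed without control eTreg 1 (0.000906), KO eTreg 2 (4.11e-07) and KO eTreg 3 (3.20e-06), and had a median of 0.20 (1.23e-06) without KO eTreg 1. Its overlap with the effector Treg list is 18 genes. The mean log2 signal of the effector Treg list was 10.76 ± 0.41 (SD, n = 3) in eTregs labelled KO and 10.84 ± 0.15 (SD, n = 4) in control eTregs. For the monocyte and macrophage list it was 9.88 ± 1.12 (SD, n = 3) and 9.01 ± 0.14 (SD, n = 4), and the lowest array labelled KO, at 8.59, lay below the lowest control, at 8.85.

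**Figure D3:**
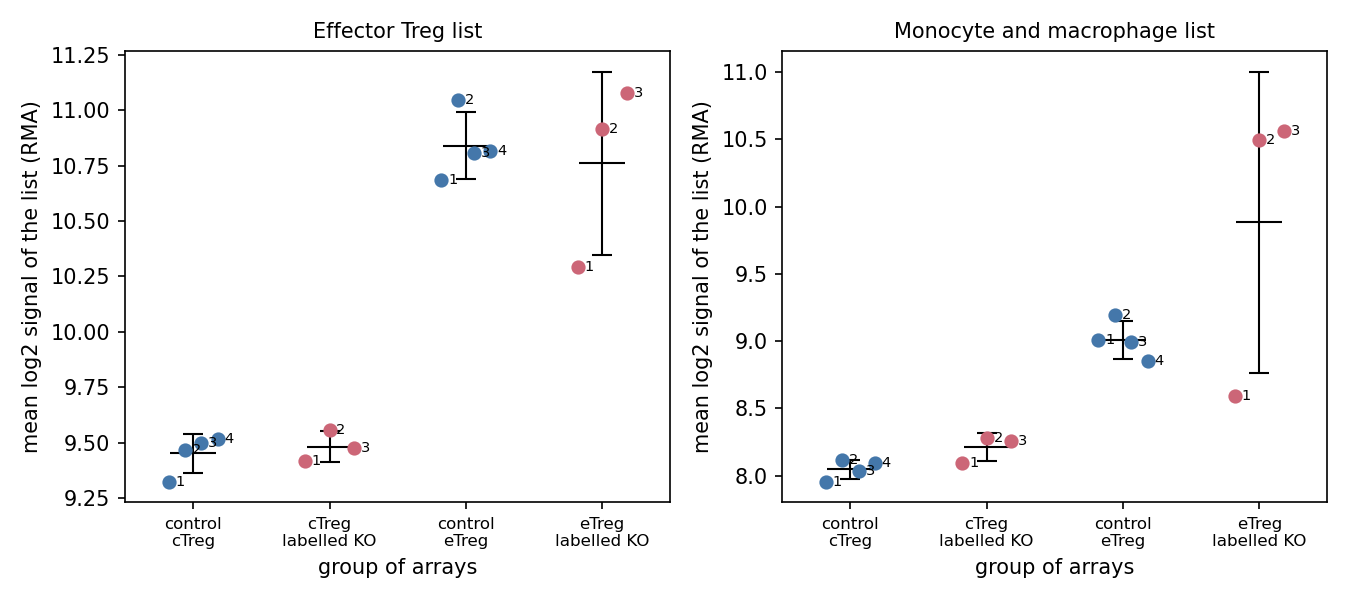
Mean log2 signal (vertical axes) of the effector Treg list (left) and the monocyte and macrophage list (right) on each array of the 4 groups (horizontal axes), with points marked by replicate number and bars giving mean ± SD of 3 or 4 arrays. KO eTreg 1 lies at 10.29 and 8.59, and the highest of the eTregs labelled KO at 11.08 and 10.56.

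In cTregs, camera called 2 of the 20 lists between genotypes, and 0 held under fry or with the estimated correlation. Cholesterol synthesis was lower in arrays labelled KO, with a median of -0.21 and 4 of 22 genes higher (adjusted P = 6.19e-07, fry 0.189). Interferon-stimulated genes were higher, with a median of 0.14 and 32 of 39 genes higher (1.56e-05, fry 0.543). The latter call was lost without KO cTreg 3 (0.265). The number of lists called was 9 without KO cTreg 1, 4 without KO cTreg 2, 1 without KO cTreg 3, 5 without control cTreg 4 and 5 without KO eTreg 1. The other 18 lists had medians of -0.08 (neutrophils) to 0.20 (plasma cells). For cell cycle and for CD8 and NK genes the camera test pointed down while the medians were 0.01 and 0.0017. By fry 0 of the 20 lists differed between subsets in their genotype effect, while camera called 12 and the estimated correlation 1.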

Values the study reported

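The study reported 589 altered genes in Atg14-deficient eTregs against control eTregs. It reported 109 altered genes in the same comparison of cTregs.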

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

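Of the tests in this part, those of dendritic cell and plasma cell RNA were chosen only after the results were seen, and so was the rule that counts only abundant genes found in no other list of its kind.

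Single arrays lay far from the other 3 of their group in 6 of 112 groups of 4 values, where chance alone gives about 1 in 20. All 6 were control arrays, since only control groups have 4, and 5 of them are given here. Pdcd1 was low on control cTreg 1, at 9.03 against 9.35 to 9.41 on the others. On control eTreg 2, Cd4 was low at 12.56 (others 12.67 to 12.69). Tigit was low on control eTreg 1, at 11.02 against 11.25 to 11.26. Nrbf2 was high on control eTreg 3, at 9.97 against 9.51 to 9.57, and Fosb on control eTreg 4, at 13.37 against 13.24 to 13.25. No array carried more than 2 of the 6. Since their number is close to what chance gives, neither technical nor biological explanations were tested.

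The genotype effect on 12 of the 20 lists differed between eTregs and cTregs by camera, and in all 12 the median of the difference, the eTreg effect minus the cTreg effect, was above 0. Cholesterol synthesis did not rise in eTregs (median -0.01, 11 of 22 genes higher), and its difference came with a fall in cTregs (median -0.21). The adjusted P values were 4.63e-13 for the Vps34-suppressed list, 9.33e-11 for monocytes and macrophages, 2.14e-06 for dendritic cells, 2.48e-05 for Myc-linked ribosome biogenesis and 0.000195 for cell cycle. They were 0.000615 for central Treg genes, 0.000791 for cholesterol synthesis, 0.000791 for reactive oxygen species defence, 0.00305 for autophagy and lysosome stress, 0.00305 for CD8 and NK genes, 0.00336 for oxidative phosphorylation and 0.0335 for B cells. Medians of the difference ran from 0.05 for oxidative phosphorylation to 0.76 for monocytes and macrophages. These P values lean on the preset correlation of 0.01, while the estimated correlation within these lists was 0.037 for the Vps34-suppressed list and higher for the others, up to 0.667 for oxidative phosphorylation. With the estimated correlation 1 of the 12 passed, the Vps34-suppressed list (0.0203), and by fry 0 of 20 passed (0.128 for that list).

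One technical explanation for the lists that rose in eTregs is RNA of other cells carried over in the sort of eTregs labelled KO. Each list of another cell type was examined by the percentile of its median change in eTregs among 10000 random lists matched on mean signal. Its most abundant genes were examined as well. Random lists were drawn gene by gene, without the correlation within a list (0.657 for monocytes and macrophages). A percentile thus overstates how far a list stands out. It shows only whether the list moved, and cannot tell carried-over RNA from expression by eTregs. Monocyte and macrophage genes lay at percentile 100, with 5 of the 5 most abundant genes higher: Ctss by 0.16, Ms4a6c by 0.35, Apoe by 0.70, Cd68 by 1.02 and Sirpa by 0.08. None of the 5 passed adjustment in limma (0 of 5), and 34 of 34 genes belong to no other such list. Dendritic cell genes lay at percentile 100 with 5 of 5 higher, and CD8 and NK genes at percentile 100 with 4 of 5 higher, Nkg7 being the exception at -0.05. For these cell types the values that carried-over RNA would need were present. B cell genes lay at percentile 100, with 5 of the 5 most abundant higher, but 4 of these 5 are also in another such list. The 15 B cell genes in no other such list had a median of 0.21, also at percentile 100, so shared genes did not account for all of the rise. Cd79a was at 9.30 to 9.64 on the arrays labelled KO and at 9.01 to 9.14 on controls. Of the 5 most abundant of the 15, 3 were higher, while Fcmr and Blnk were at -0.091 and -0.094, so B cell RNA stays open. Erythroid genes lay at percentile 0.58 (1 of 5 higher, 3 of 18 in the whole list). The mean of this list was 8.98 on KO eTreg 2 and 8.56 on KO eTreg 3, against 8.75 to 9.02 on control eTregs. This argues against erythroid RNA as a source shared by KO eTreg 2 and 3. Hbb-bs was at 12.39 on KO eTreg 2 and 10.12 on KO eTreg 3 (controls 10.83 to 12.02), so erythroid RNA stays open for KO eTreg 2. Neutrophil genes lay at percentile 46.6 and plasma cell genes at 57.0, each with 2 of 5 higher. Members of both lists moved both ways (7 of 16 and 4 of 9 higher), so RNA of these cells stays open. The mean log2 signal of the plasma cell list was 8.89 on KO eTreg 2 and 9.09 on KO eTreg 3, against 8.47 on KO eTreg 1 and 8.50 to 8.74 on control eTregs. In cTregs the percentiles were 100 for monocytes and macrophages, 93.1 for dendritic cells, 94.9 for B cells, 22.8 for CD8 and NK genes, 0.46 for neutrophils, 99.8 for plasma cells and 7.77 for erythroid cells. The monocyte and macrophage list was not called in cTregs by camera (adjusted P = 0.202) or fry (0.909), despite its percentile.

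The rise was carried by 2 of 3 arrays. Csf1r was at 8.99 on KO eTreg 1 against 11.90 on KO eTreg 2 and 11.69 on KO eTreg 3, with control eTregs at 9.12 to 9.70. C1qa was at 8.84 against 12.10 and 12.18, with controls at 9.66 to 10.32, and Lyz2 at 8.60 against 11.62 and 11.67, with controls at 8.98 to 10.26. Control eTreg 2 was the highest control for all 3 genes. In control cTregs, 5 of 34 monocyte and macrophage genes, 12 of 19 dendritic cell genes, 9 of 19 B cell genes and 4 of 20 CD8 and NK genes lay above the median signal. Whether Tregs express them is not shown by this, since 8 of 18 erythroid genes did so too. Carried-over RNA of myeloid cells may account for the rise of the monocyte and macrophage list and the dendritic cell list (percentile 100). The CD8 and NK list would need RNA of those cells, since its 20 genes are in no other such list. A true response of eTregs to Atg14 loss that includes such genes was not excluded, since no array measures the other cells. For the lists of metabolism, cell cycle and autophagy, adding the mean of the monocyte and macrophage list to the fit, an alternative chosen after seeing the data, brought the median change in eTregs to -0.075 for cell cycle, -0.028 for oxidative phosphorylation and 0.011 for autophagy and lysosome stress. The same fit brought effector Treg genes to -0.38, central Treg genes to 0.32 and reactive oxygen species defence to -0.018. It left interferon-stimulated genes at 0.149 (30 of 39 higher) and Myc-linked ribosome biogenesis at 0.057 (28 of 47 higher). That covariate varies mainly between KO eTreg 1 and KO eTreg 2 and 3, so it also removes whatever else parts these arrays. The mean of the interferon-stimulated list was 10.15, 10.17 and 10.07 on KO eTreg 1, 2 and 3, against 9.82 to 10.06 on control eTregs. Its rise thus did not follow the monocyte and macrophage signal, which was low on KO eTreg 1.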

How the results depend on the processing

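Adding the mean of the monocyte and macrophage list as a covariate and taking the genes of other cells out of the other lists were alternatives chosen after seeing the data. Counts are compared by whether they stayed within 1.5 times the value reported. Genes and lists were compared by direction and by their side of the threshold, and a direction counted only where the reported or the alternative value was past the threshold.

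For the 13 results that answer a comparison, 153 of 182 values under the alternatives fixed beforehand stayed and 29 moved, and with 1 array left out 149 of 182 stayed and 33 moved. For named genes, 2289 of 2354 values kept their call under those alternatives, 35 lost it and 30 gained one, and with 1 array left out 2418 of 2534 kept it, 100 lost it and 16 gained one. None of the named genes reversed (0). For lists in both genotype comparisons 587 of 640 kept their call, 37 lost it and 16 gained one, and with 1 array left out 527 of 560 kept it, 9 lost it, 22 gained one and 2 reversed.

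Filters on dim transcript clusters test fewer genes and so lower the counts. At the study threshold the 40th percentile filter left 349 in eTregs, 82 in cTregs and 396 for the interaction, and the 60th left 186, 49 and 226. At the adjusted threshold in eTregs they left 17 and 14. With the 60th percentile filter the subset counts were 431 in controls and 303 in arrays labelled KO, and the correlation of both genotype effects was 0.182, against 0.087 reported. That lies within the -0.029 to 0.213 reached with 1 array left out, and the cause was not tested. An offset of 32 left 84 at the study threshold in cTregs, since it shrinks changes at low signal by construction. With array medians subtracted 1 transcript cluster passed the adjusted threshold for the interaction, and the cause was not tested.

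Array weights, which lower the weight of arrays far from their group, gave 435 in eTregs at the adjusted threshold, 961 between subsets in arrays labelled KO, 3 for the interaction and 6 lists in cTregs. The cause was not tested, though leaving out KO eTreg 1 moved all 4 of these in the same direction. A fit of only the 2 groups compared, which has fewer residual degrees of freedom, gave 10 in eTregs, 133 between subsets in arrays labelled KO and 5 lists in cTregs. For lists, fry and the estimated correlation each called 1 in eTregs and 0 in cTregs, since both allow for larger correlation between genes, and fgsea called 4 in cTregs, for which the cause was not tested.

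With 1 array left out, the study threshold gave 564 to 1104 in eTregs, 125 to 314 in cTregs and 499 to 1430 for the interaction. The adjusted threshold gave 10 to 452 in eTregs, 3 to 10 in cTregs, 535 to 857 between subsets in controls, 219 to 1236 in arrays labelled KO and 0 to 207 for the interaction. The highest value was reached without KO eTreg 1, except in cTregs at the study threshold, where it was reached without KO cTreg 3, and at the adjusted threshold, where 10 was also the reported count. Lists called ranged from 12 to 14 in eTregs and from 1 to 9 in cTregs, and the correlation from -0.029 to 0.213. Atg14 differed by 0.24 to 0.40 in eTregs and by 0.25 to 0.46 in cTregs. Medians of the Vps34-activated list ran from -0.18 without KO eTreg 2 to 0.20 without KO eTreg 1 (adjusted P = 1.23e-06), and those of the effector Treg list from -0.20 without KO eTreg 3 to 0.074 without KO eTreg 1 (0.0123). These lists follow the cTreg to eTreg axis, on which this array lies between both subsets.

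The covariate gave 47 between subsets in arrays labelled KO, 344 in controls and 6 lists in eTregs. It turned the direction of cell cycle (median -0.075), oxidative phosphorylation (-0.028) and, by the camera test, autophagy and lysosome stress (0.011), and 6 other lists lost their call. By contrast 2 lists gained a call, effector Treg genes at -0.38 (3 of 34 higher, fry adjusted P = 0.00505) and the Vps34-activated list at -0.36 (30 of 198 higher, 0.00676). Central Treg genes kept theirs and rose to 0.32 (22 of 22 higher, 0.00641). At the study threshold it gave 708 in eTregs, 260 higher and 448 lower, with 248 of the 604 among them, and at the adjusted threshold 23, with 10 of the 26 among them. A score that differs between subsets removes part of their difference by construction. Dropping the 131 transcript clusters of the 7 lists of other cells, as planned, left 567 at the study threshold and 25 at the adjusted threshold in eTregs, and 128 and 10 in cTregs. This takes out listed genes only, so counts near those reported decide nothing on carried-over RNA.

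The replicate numbers are shared by groups, so fits with the replicate number as a block were made. Deviations of arrays with the same genotype and number correlated at 0.044 to 0.303 over 7 pairs, and those with the same subset and number at 0.010 to 0.291 over 6 pairs. The correlation was over 0.1 in 5 of the 7 and 4 of the 6 pairs. Because this did not hold for every pair, the arrays were not treated as paired, but pairing is not ruled out. The study names 4 control and 3 KO chimeras as the source of both subsets, so arrays of the same genotype and number may share a mouse. Pairs of unlike number were not examined, so the correlations cannot set pairing aside. In the main fit, P values between subsets, of the interaction and of the average effect treat such arrays as independent. With number as a fixed replicate block the adjusted count in cTregs was 6 and the lists called there 4. With genotype and number as a random block (consensus correlation 0.238) the adjusted count was 859 between subsets in arrays labelled KO and 2 for the interaction. The cause was not tested. As a fixed term, genotype and number gave 739 between subsets in controls and 647 in arrays labelled KO. The genotype contrast within each subset could not be fitted with this term, because it lies between its levels. The interaction could be fitted with it, but no count for that is reported here.

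Signal over background limits what can be read: background control probes had medians of 6.00 to 6.30 and single ones reached 9.51 to 10.1, above the median of all transcript clusters. A change of a dim transcript, such as Mctp1 at 5.38 against 7.48 in eTregs or Ccr2 at 5.87 in control cTregs against 9.55 in control eTregs, crosses that background, and its size is not exact. Negative control probe sets had higher medians, of 7.92 to 8.54. Changes that start below these, such as those of Eps8l1 and Havcr1 in eTregs, carry the same limit. Other background corrections and probe summaries were not run, since array scans were not used here.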

Other observations

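The tests of other splits for the interaction and for transcript clusters shared by both subsets, and the tests of array position, chromosome, neighbourhood, gene families, the Vps34 list and Atg14 were chosen only after the results were seen. The other counts of splits were planned.

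Other splits of the same arrays into groups of the same sizes showed which counts exceed chance. In eTregs, 3 of the 35 splits gave as many transcript clusters at the study threshold as the 604 of the real one, the largest other split giving 760, and 2 of 35 gave as many at the adjusted threshold, the largest other giving 102. The 760 and 102 came from control eTreg 2 with KO eTreg 2 and 3, set against the other arrays. The remaining split, with 639, set control eTreg 1 and 4 with KO eTreg 1 against the others. Both keep KO eTreg 2 and 3 together with control eTreg 2, the control highest in Csf1r, C1qa and Lyz2. Chance is thus not excluded for the eTreg counts, and neither is a source that follows this signal instead of the genotype. In cTregs, 5 of 35 splits gave 128 or more at the study threshold, so chance is not excluded there, while at the adjusted threshold 1 of 35, the real one, gave 10, and the largest other gave 1, so chance is excluded for that count. Between subsets in controls 1 of 35, the real one, gave 680, and the largest other gave 0, so chance is excluded. In arrays labelled KO 1 of 10 splits gave 522 and the largest other gave 1, but 10 splits cannot reach a share under 0.05. For the interaction 2 of 35 splits gave 677 or more, so chance is not excluded, and all 35 of 35 gave at least 0 at the adjusted threshold, which decides nothing more. The 8 transcript clusters past the adjusted threshold and alike in both subsets were reached by 1 of 35 splits, where the largest other gave 0, so chance is excluded for their number. For the 29 alike at the study threshold it is not excluded, since 2 of 35 splits gave as many and the largest other gave 34.

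KO eTreg 1 lay nearer the cTreg arrays than the other eTreg arrays did. On a scale with control cTregs at 0 and control eTregs at 1, its median position was 0.53 over 462 transcript clusters higher in control eTregs and 0.43 over 175 higher in control cTregs. KO eTreg 2 and 3 lay at 0.95 and 0.99 over the former and at 0.69 and 0.86 over the latter, and control eTregs at 0.87 to 1.11 and 0.88 to 1.09. An exchange with KO cTreg 1 is argued against, since that array lay at -0.068 over the transcript clusters higher in control eTregs, with the cTregs. Over those higher in control cTregs it lay at 0.27, away from the other cTreg arrays (-0.057 to 0.020) but below every eTreg array. Weak hybridisation is argued against as well, since positive and negative controls were 2.68 apart on KO eTreg 1, which ranked 7 of 14 from the lowest. Because both sets were displaced by a like part, cTregs or their RNA in this sample remain a candidate explanation (0.43). A true shift of eTregs towards cTregs after Atg14 loss stays open and was not tested, and KO eTreg 2 and 3 do not share it to that extent. Of the 422 transcript clusters higher in eTregs labelled KO at the study threshold, KO eTreg 1 lay a median of 0.13 above the control mean, KO eTreg 2 0.99 and KO eTreg 3 1.02. On KO eTreg 1 39.6% of them exceeded every control array, against 96.4% and 94.8%. The 182 lower ones were at -0.71, -0.62 and -0.61. Of the 422, 62.3% were higher in control eTregs than control cTregs (50.7% of all), 19 were in the monocyte and macrophage list and 71 in the Vps34-suppressed list.

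The transcript clusters changed alike in both subsets raise the question of inherited variants that travel with the Atg14 allele or differ between donors. Atg14 lies on chromosome 14 by its identifier. Of the 29 that changed alike at the study threshold, a number that chance can reach, 6 carried that code (20.7%, against 4.16% of all 22203, Fisher's exact two-sided p = 0.00106), and 5 of these 6 were predicted genes. None of the 8 past the adjusted threshold did (0 of 8). Among the 29, chromosome 17 held more than chromosome 14, and chromosome 11 held as many. The Fisher test also treats neighbouring transcript clusters as independent, and some of the 6 have neighbouring identifiers. The 23 on other chromosomes argue against a variant segment around Atg14 as the source of those. For the 6, the test of the 100 genes on either side of Atg14 gave percentile 46.1 of all such windows, which does not decide because the 6 need not lie close to Atg14 and because a variant need not change most genes near it. Variants in blocks elsewhere were tested by gene order. Of 26 with a known order 7 had another of them within 5 genes, where random sets had a median of 0 and at most 6. These were Slfn8 and Slfn9, Hspa1a and Hspa1b (named after their values were seen), and the 3 Tmem181 members, each beside members of its own family, and restricted to neighbours of another name stem, after that count was seen, the number was 0. Blocks that hold a gene family therefore cannot be told apart from regulation of a family, and variants that differ between donors may contribute.

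Probes shared between paralogs were weighed for the 2 families. Tmem181a, Tmem181b-ps and Tmem181c-ps were below 0 in 6 of 6 comparisons. The 3 were picked for this pattern, so the count decides nothing and shared probes stay open for them. Slfn9 was at -1.15 in eTregs where Slfn8 was at 2.19, which argues against shared probes as the whole cause for that family. The other Slfn members did not pass adjustment in eTregs, and in cTregs Slfn10-ps did (0.93, adjusted P = 0.0498, 0.0126 to 0.355 over its alternatives). A variant of the array's target sequence, which could raise 1 member and lower its neighbour, was not tested, and neither was a biological effect of Atg14 on these genes.

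The Vps34-suppressed list was higher in eTregs labelled KO, and 12 of its 198 genes are in the monocyte and macrophage list. Without the genes of other cells (176 left) its median was 0.32 (fry adjusted P = 0.00159). With the monocyte and macrophage mean as a covariate it was 0.21, with 146 of 198 genes higher (0.00505). This test does not settle whether carried-over RNA explains the rise, because with the same covariate the monocyte and macrophage list still passed fry (0.0158) at a median of -0.01. The list may thus reflect an effect shared by loss of Vps34 and of Atg14, or RNA of other cells present in both sets of arrays, and these cannot be told apart here. The Vps34-activated list had a median of -0.05 (camera adjusted P = 0.225), and with the covariate it was lower past the threshold, at -0.36 with 30 of 198 genes higher (fry adjusted P = 0.00676). Without KO eTreg 1 its median was 0.20, so its direction depends on the fit. Of the lower transcript clusters in eTregs labelled KO, 14 of 182 belong to it.

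Atg14 was not lower in arrays labelled KO, in either subset. Exchanged genotype labels would give a higher signal in those arrays in both subsets. The difference had that sign in both, 0.32 in eTregs and 0.35 in cTregs, each with an exact two-sided permutation p of 0.0857. Over both subsets together the exact permutation p was 0.00571 with the arrays of each subset split apart (1225 splits). It was 0.0571, where the smallest possible is 0.0286, with arrays of the same genotype and number kept together (35 splits). Chance is thus excluded only if arrays that share a number are independent, which was not settled. Probes that read RNA left by the deleted allele would leave the signal level or higher, and the difference of 0.32 in eTregs allows this, but the probes were not located on the exons. The study reported a check of Atg14 deletion by quantitative PCR in Tregs sorted from control and KO mice. That evidence speaks for the deletion in these mice, but it comes from other samples and does not settle the labels of these arrays. From the arrays alone the 2 explanations cannot be told apart, and either may apply. With exchanged labels every genotype direction above would turn around.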
